A study of Saccharomyces cerevisiae with 12 samples. Its data were reported in "The extra-terminal domain drives the role of BET proteins in transcription" (2026).

How the data were processed

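SLAM-seq measures new transcription. Cells take up 4-thiouracil, a uracil analogue, for a few minutes, the RNA is treated with iodoacetamide, and the modified bases are read as T>C conversions after sequencing. The 12 libraries came from 2 strains of budding yeast (Saccharomyces cerevisiae), each treated with DMSO (solvent) or with indole-3-acetic acid (IAA, an auxin) for 25 min and then labelled for 4 min. In both strains the BET proteins Bdf1 and Bdf2 carry an auxin-inducible degron, so that IAA causes their degradation. The strain called control here carries only the degrons, and the ET strain also overexpresses the extra-terminal (ET) domain of Bdf1. Cells of fission yeast (Schizosaccharomyces pombe) that had been labelled in cultures of their own were mixed in as a spike-in before RNA was purified. The study made sequencing libraries from the 3′ ends of mRNA. How such libraries capture ribosomal and mitochondrial RNA was not tested here.

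The deposited files hold counts of reads per gene interval for each library, with no normalization and no pooling. The authors trimmed the reads with fastp and bbduk and ran SLAM-DUNK (version 0.4.3, per the file headers) for alignment, filtering and counting against the S. cerevisiae and S. pombe genomes. Each deposited table gives the count of all reads, the count of T>C reads, which carry at least 2 T>C conversions, and the count of multimapping reads. There were 6465 S. cerevisiae intervals and 6974 S. pombe intervals. Of the S. cerevisiae intervals, 6462 matched a locus of the R64 reference annotation by name and 6460 reached 250 bp beyond the 3′ end of that locus. Intervals on the same strand can therefore share reads, and 661 of the 3677 tested genes overlapped another interval on the same strand. No library had the same values as another.

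The tests, the choices of the main analysis and most of the alternatives were fixed before the data were examined, and the closing section names those added later. S. cerevisiae T>C read counts were fitted with edgeR (version 4.0.16, glmQLFit and glmQLFTest, prior count 0.125) in R 4.3.3, with 4 group means over all 12 libraries. Library offsets were median-of-ratios size factors computed from the counts of all S. cerevisiae reads. A gene was tested when it had at least 1 T>C read in every library, which kept 3677 genes and left out 2537 that had a T>C read in some library. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. A second count of genes used 1.5-fold and an unadjusted p of 0.05. Standard errors of log2 changes were taken from the quasi-likelihood F statistic. Counts of all reads for the same genes were fitted in the same way with offsets from the S. pombe reads, because size factors from the same counts would centre the change on 0.

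The labelled share is the percent of reads that are T>C reads. Labelled shares and the number of S. cerevisiae reads per S. pombe read were compared by exact permutation tests, two-sided, with labels permuted within the other factor. There were 400 arrangements, and the smallest p they allow is 0.005. Within 1 stratum of 3 libraries against 3, the smallest p is 0.10. Benjamini-Hochberg adjustment covered these 6 comparisons. Relations across genes used means of normalised T>C counts per group with a pseudocount of 0.5 and were set beside 100 simulated data sets, in which the 2 strains responded alike or had equal levels after depletion. Genes are not independent replicates, so these relations carry no p-value. Ribosomal protein genes, mitochondrially encoded genes and chaperone genes of the Hsf1 type were tested as sets with camera in limma (version 3.58.1) with the correlation between genes estimated from the data, adjusted over 15 tests. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the rest.

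Named genes were chosen by a rule: for each contrast, up to 2 genes with the largest rise and 2 with the largest fall among genes past the adjusted threshold with a mean of at least 20 T>C reads and, except for the difference between strains, no overlap between the groups. In addition, BDF1, BDF2, TRP1, GPM1, RPL25, PDR5, SNQ2 and PDR12 were named as checks of the strains and the treatment. BDF1 and BDF2 carry the degrons. TRP1 is the marker of the ET construct, GPM1 gave its promoter and RPL25 its nuclear localisation signal. The other 3 encode exporters of drugs and weak acids.

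The edgeR step was tested on simulated counts drawn from the means and dispersions of the real libraries. For depletion in the control strain, 181 changed genes among 3549 were simulated, and 72.9% were recovered with 7 false calls. For the difference between strains, 183 changed genes among 3521 were simulated, and 50.3% were recovered with 3 false calls. A response set to a slope of 0.7 between strains was recovered as 0.632 at 634 genes with the noise of the data and as 0.697 with the noise reduced 100 times. The slope is therefore attenuated by noise.

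Depth limited precision mainly in the T>C reads. Libraries held 6279282 to 11395597 S. cerevisiae reads, of which 90321 to 330857 were T>C reads, and the median tested gene had 6 to 39 T>C reads in a library.

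Replicate letters are shared between groups. Deviations from the group means were compared over 746 genes with a mean of at least 50 T>C reads. Libraries with the same letter in the ET strain correlated across treatments with r of 0.20 to 0.25, so that letters pair the DMSO and IAA libraries of that strain. The correlations were -0.061 to -0.046 between the treatments of the control strain. They were -0.18 to 0.052 between the strains under DMSO and -0.14 to 0.0018 under IAA. For different letters, r was -0.19 to -0.032 between the treatments of the ET strain and -0.071 to 0.12 in the control strain. Between the strains it was -0.15 to 0.29 under DMSO and -0.071 to 0.15 under IAA. Some libraries with different letters thus also deviated together, outside the ET strain's treatments.

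Alternatives replaced the size factors by the sum of S. cerevisiae reads, by S. pombe reads, by S. pombe T>C reads, by TMM factors and by DESeq2 (version 1.42.0) size factors from the T>C counts. Others replaced the test by the DESeq2 Wald test, changed the filter on genes, restricted the fit to the groups compared, added a replicate block or left out each library in turn. Gene lists and size factors stayed at their values from 12 libraries when a library was left out. Values under the sum of reads and under S. pombe reads are given beside the main counts and medians of the comparisons of T>C reads, because the main size factors follow the median gene, whose total reads fell after depletion. S. pombe intervals were used for scaling and for labelled shares only.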

Results

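SLAM-seq libraries were analysed from 2 budding yeast strains in which the BET proteins Bdf1 and Bdf2 can be degraded. The libraries formed 4 groups of 3 replicates: the control strain with DMSO, the control strain with IAA, the ET strain with DMSO and the ET strain with IAA. IAA or DMSO was given for 25 min and newly made RNA was labelled for 4 min. The mean number of S. cerevisiae reads per library was 9995300 ± 886162 (SD, n = 3) in the control strain with DMSO and 8158370 ± 1649620 with IAA. It was 10267300 ± 983650 in the ET strain with DMSO and 9590630 ± 964031 with IAA. T>C reads, which mark new RNA, numbered 265505 ± 28285 in the control strain with DMSO and 111109 ± 18005 with IAA. They numbered 315785 ± 23433 in the ET strain with DMSO and 166835 ± 26060 with IAA. Spike-in S. pombe reads ranged from 445036 to 722822 per library.

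The share of reads that were labelled asks how much of the RNA was new without reference to any gene. In S. cerevisiae it was 2.65% ± 0.0506 (SD, n = 3) in the control strain with DMSO and 1.37% ± 0.0726 after depletion. In the ET strain it was 3.09% ± 0.286 with DMSO and 1.73% ± 0.0959 after depletion. With depletion the share fell by 45.9% over both strains (exact permutation test within strain, p = 0.005, the smallest possible; adjusted p = 0.015). The share was 19.8% higher in the ET strain than in the control strain over both treatments (exact permutation test within treatment, p = 0.005, the smallest possible; adjusted p = 0.015). In S. pombe the share was 2.88% ± 0.301 and 2.72% ± 0.274 in the libraries of the control strain with DMSO and IAA. It was 3.05% ± 0.196 and 2.99% ± 0.164 in those of the ET strain. The S. pombe share did not differ between treatments by more than the spread between replicates (exact permutation p = 0.41). Between strains it differed by 8.05% (exact permutation p = 0.13). Restricted to protein-coding S. pombe features with few multimapping reads, the share was 9.31% higher in the libraries of the ET strain (exact permutation p = 0.03). Without replicate A of the control strain with DMSO the difference was 0.310 points (exact permutation p = 0.035), against 0.225 with all libraries. Without replicate B of the control strain with IAA it was 0.304 points (exact permutation p = 0.04).

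**Figure D1:**
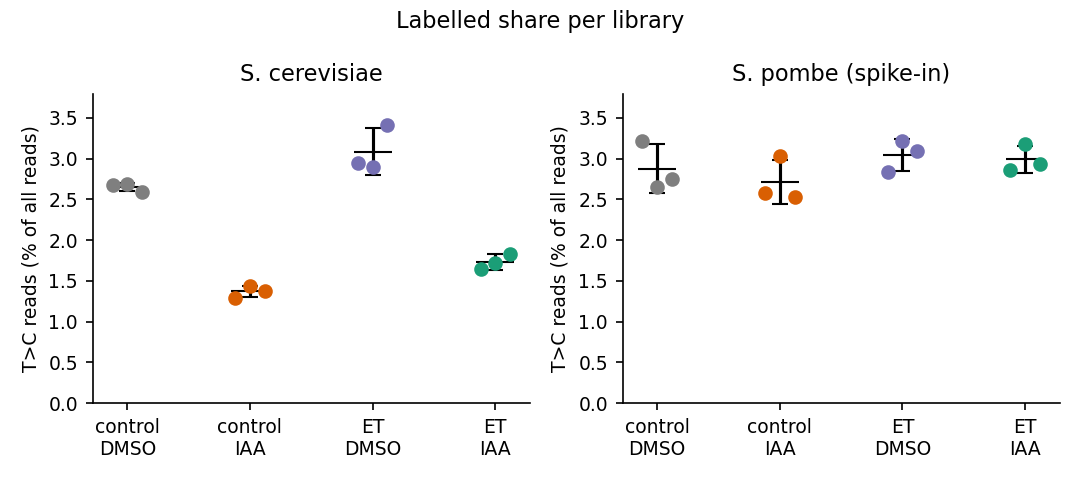
Labelled share, the percent of reads that were T>C reads, for each of the 12 libraries (points), with the group mean and SD (horizontal mark and bar, n = 3), for S. cerevisiae on the left and the S. pombe spike-in on the right. S. cerevisiae means fell from 2.65% to 1.37% in the control strain and from 3.09% to 1.73% in the ET strain, while S. pombe means lay between 2.72% and 3.05%.

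The number of S. cerevisiae reads per S. pombe read tracks the amount of RNA relative to the spike-in. It was 16.3 ± 0.837 (SD, n = 3) in the control strain with DMSO and 14.4 ± 0.308 with IAA. In the ET strain it was 17.5 ± 2.26 with DMSO and 14.7 ± 2.47 with IAA. With IAA it fell by 13.8% (exact permutation p = 0.045, adjusted p = 0.090), and over the tested genes alone the exact permutation p was 0.07. With treatments swapped within the letter pairs of the ET strain, a test chosen after the data had been seen, the exact permutation p was 0.0125, the smallest possible, and the ratio was lower with IAA in 3 of 3 pairs. Without replicate C of the ET strain with DMSO the difference shrank to -1.68 reads, against -2.32 with all libraries, a fit that leaves its partner with IAA without a pair. Of the 12 fits that each left out 1 library, 7 had an exact permutation p of 0.05 or more, some of them without a control library. The strains did not differ by more than the spread between replicates (exact permutation p = 0.46).

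The checks of the strains came first. BDF1 (YLR399C, chromosome XII, 919286 to 921596, minus strand, R64 coordinates with the 3′ extension) had 48.6 ± 6.81 normalised T>C reads (SD, n = 3) in the control strain with DMSO and 272 ± 22.4 in the ET strain with DMSO. The interval of BDF1 covers the ET-coding part and 250 bp beyond the 3′ end, and the ET construct carries the ET-coding part and the BDF1 terminator. The log2 difference was 2.48 (SE 0.15, edgeR adjusted p = 1.28e-31). TRP1 (YDR007W, chromosome IV, 461842 to 462766) had 0 to 4 T>C reads in the libraries of the control strain and 43 to 102 in those of the ET strain, and was not tested because of the zeros. Degradation of Bdf1 and Bdf2 acts on the proteins. T>C reads of BDF1 scaled by the sum of reads changed after depletion in the control strain by -0.018 on the log2 scale (edgeR adjusted p = 0.93). Those of BDF2 (YDL070W, chromosome IV, 331024 to 333190) changed by -0.22 (edgeR adjusted p = 0.22). Under the main size factors both were higher after depletion, with log2 changes of 1.13 and 0.92.

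Depletion in the control strain asks how far transcription depended on Bdf1 and Bdf2. Of the 3677 genes tested with edgeR, 1054 had fewer and 525 had more T>C reads after depletion at an adjusted p under 0.05. The median log2 change was -0.46, a 1.38-fold fall, against an SD of 0.062 between replicates. The scaling moved these values most. With libraries scaled by S. pombe reads, 3003 genes fell, 13 rose and the median log2 change was -1.78, a 3.44-fold fall. With the sum of S. cerevisiae reads, 2930 genes fell, 34 rose and the median log2 change was -1.61, a 3.05-fold fall. Genes kept almost the same order between the main scaling and the sum of reads (Spearman rho across genes 0.9999, genes not being independent replicates), so the scalings differ by a shift common to all genes.

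**Figure D2:**
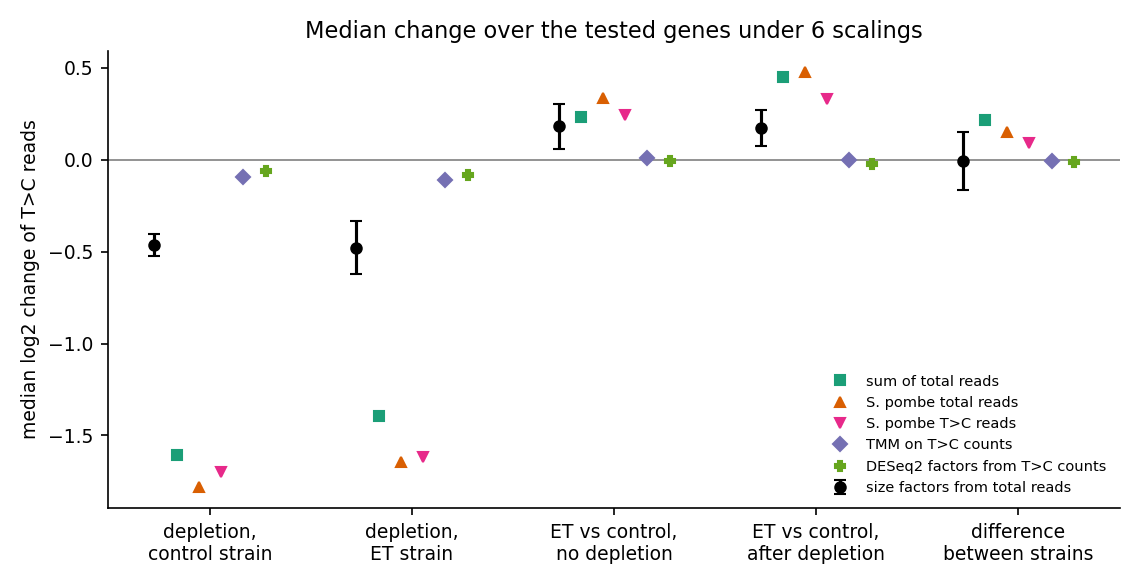
Median log2 change of T>C reads over the 3677 tested genes for the 5 contrasts (horizontal axis) under 6 scalings (symbols); bars on the black circles are the SD of the median between replicates under the main size factors. The median for depletion in the control strain runs from -1.78 with S. pombe reads to -0.061 with DESeq2 size factors from the T>C counts.

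The largest falls by the rule for named genes were at RAD9 (YDR217C, chromosome IV, 899301 to 903480), with a log2 change of -3.19 (SE 0.53, edgeR adjusted p = 2.82e-07), and PRP6 (YBR055C, chromosome II, 344352 to 347301), with -2.999 (SE 0.49, edgeR adjusted p = 2.59e-07). RAD9 went from 28.6 ± 10.5 to 3.19 ± 1.47 normalised T>C reads (SD, n = 3). PRP6 went from 29.9 ± 2.68 to 3.51 ± 1.28. The largest rises were at HSP12 (YFL014W, chromosome VI, 107256 to 107835), with a log2 change of 2.56 (SE 0.21, edgeR adjusted p = 6.37e-21), and DDR2 (YOL052C-A, chromosome XV, 231320 to 231755), with 2.54 (SE 0.22, edgeR adjusted p = 2.99e-20). Both also rose when libraries were scaled by the sum of reads, by 1.42 and 1.40, and by S. pombe reads, by 1.24 and 1.22.

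PDR5, SNQ2 and PDR12 encode exporters and were named as checks of the auxin treatment. They and GPM1 and RPL25 were higher after depletion in the control strain under the main size factors. Scaled by the sum of reads, PDR5 (YOR153W) changed by -0.55 and SNQ2 (YDR011W) by -0.59 in place of 0.59 and 0.56, and RPL25 (YOL127W) by -0.81 in place of 0.34. The change of PDR12 (YPL058C) went from 1.04 to -0.10, and that of GPM1 (YKL152C) from 1.46 to 0.32. The edgeR adjusted p of RPL25 was 0.10 without replicate C of the control strain with IAA, and that of PDR12 was 0.13 without its replicate B.

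The same depletion in the ET strain lowered T>C reads of 1109 genes and raised those of 444 (edgeR, adjusted p under 0.05), with a median log2 change of -0.48 and an SD of 0.14 between replicates. Scaled by the sum of reads, 2927 genes fell, 29 rose and the median log2 change was -1.40. With S. pombe reads, 3078 fell, 8 rose and the median was -1.64. By the rule, NRD1 (YNL251C, chromosome XIV, 172338 to 174315) rose by 2.78 (SE 0.32, edgeR adjusted p = 2.18e-12) and SER3 (YER081W, chromosome V, 322686 to 324345) by 2.22 (SE 0.21, edgeR adjusted p = 1.67e-17). The SER3 interval shares 327 bp with SRG1 on the same strand, so their reads may be counted for both. PFD1 (YJL179W, chromosome X, 88787 to 89366) fell by 2.54 (SE 0.39, edgeR adjusted p = 8.19e-08) and PRP6 fell by 2.42 (SE 0.38, edgeR adjusted p = 1.26e-07). All 4 kept their direction and an adjusted p under 0.05 with the sum of reads and with S. pombe reads.

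The comparison of strains without depletion asks whether the extra ET domain changes transcription while Bdf1 and Bdf2 are present. edgeR called 5 genes higher and 1 lower in the ET strain at an adjusted p under 0.05, and 425 genes had an unadjusted p under 0.05. The median log2 change was 0.18, with an SD of 0.12 between replicates. The 5 genes were BDF1, RPL25 with 0.55 (SE 0.12, adjusted p = 0.00599), ETS1-2 with 0.77 (SE 0.17, adjusted p = 0.00599), and RDN5-6 and YLR161W, which share their reads and have the same log2 change of 2.29 (SE 0.51, adjusted p = 0.00914). RPL25, RDN5-6 and YLR161W are outside the rule for named genes, the last 2 being named after their values were seen. Reads of the ET construct, which carries the RPL25 localisation signal, may be counted for RPL25 as well as for BDF1. ETS1-2 (YNCL0026C, chromosome XII, 466620 to 467569) lies within the ribosomal RNA gene RDN37-2. DMO1 (YJR120W, chromosome X, 647126 to 647726), which shares 120 bp with ATP2, was lower by -0.61 (SE 0.12, edgeR adjusted p = 0.00356). Apart from BDF1, calls depended on single libraries. Without replicate B of the control strain with DMSO, 2 genes were higher and 0 lower (424 at an unadjusted p under 0.05), and DMO1 and ETS1-2 both had an adjusted p of 0.16. RPL25 had an adjusted p of 0.11 without replicate C of that group. With the sum of reads, 6 genes were higher, 1 was lower and the median was 0.23. With S. pombe reads, 3 genes were higher, 0 were lower (432 at an unadjusted p under 0.05) and the median was 0.34.

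After depletion, a higher level in the ET strain than in the control strain is the study's measure of rescue. At an adjusted p under 0.05, edgeR called 26 genes higher and 21 lower in the ET strain. At 1.5-fold and an unadjusted p of 0.05, 321 genes were higher and 97 lower. By that rule 186 genes were higher and 24 lower between the strains without depletion. Of the 321 genes, 251 had fewer T>C reads after depletion in the control strain (edgeR, adjusted p under 0.05). At 81 of them the log2 change with depletion was more positive in the ET strain than in the control strain (edgeR, unadjusted p under 0.05). Between the strains after depletion the median log2 change was 0.17, with an SD of 0.099 between replicates. With the sum of reads, 488 genes were higher and 11 lower at the adjusted threshold, 783 were rescued at 1.5-fold and the median was 0.45. With S. pombe reads, 62 were higher and 0 lower, 758 were rescued and the median was 0.48. TMM factors from the T>C counts, which centre the median near 0 by construction, gave 13 genes higher and 74 lower and left 169 rescued. By the 1.5-fold rule, 202 genes were lower under TMM, 22 with the sum of reads and 14 with S. pombe reads. Single libraries also moved the adjusted counts: 6 genes were higher without replicate C of the control strain with IAA and 35 without replicate A of the ET strain with IAA.

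Among the genes named by the rule, BDF1 had the largest difference, 2.25 on the log2 scale (SE 0.16, edgeR adjusted p = 2.14e-26). PIK1 (YNL267W, chromosome XIV, 140878 to 144328) was higher by 2.20 (SE 0.54, edgeR adjusted p = 0.0107), from 4.66 ± 3.86 normalised T>C reads (SD, n = 3) in the control strain to 20.2 ± 2.003 in the ET strain. Its adjusted p was 0.14 without replicate C of the control strain with IAA. YNCB0002W (chromosome II, 36398 to 36738) was lower by -1.31 (SE 0.26, edgeR adjusted p = 0.000964) and TIP1 (YBR067C, chromosome II, 371853 to 372735) by -1.23 (SE 0.31, edgeR adjusted p = 0.0143). The adjusted p of TIP1 was 0.19 without replicate B of the control strain with IAA, and with S. pombe reads YNCB0002W and TIP1 had adjusted p of 0.064 and 0.12. RPL25, a check gene, was higher by 0.77 (SE 0.13, edgeR adjusted p = 8.47e-06). The ET construct carries sequence of BDF1 and of RPL25, so reads of the construct may be counted for both. Both are among the genes called higher.

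The difference between strains in the response to depletion takes out what already differed without depletion. edgeR called 1 gene with a larger and 3 with a smaller log2 change in the ET strain at an adjusted p under 0.05, and 219 genes had an unadjusted p under 0.05. The median difference was -0.0065 on the log2 scale with an SD of 0.16. It was 0.22 with the sum of reads and 0.15 with S. pombe reads, under which 0 genes were called and 132 had an unadjusted p under 0.05. PIK1 differed by 2.50 (SE 0.60, edgeR adjusted p = 0.0483). RDN58-1 (YNCL0014C, chromosome XII, 455164 to 455571) differed by -1.44 (SE 0.33, edgeR adjusted p = 0.0361) and ITS2-1 (YNCL0013C, chromosome XII, 454932 to 455413) by -0.996 (SE 0.21, edgeR adjusted p = 0.0168). RDN25-1 (YNCL0012C, chromosome XII, 451536 to 455181), named after its values were seen, differed by -0.89 (SE 0.21, edgeR adjusted p = 0.0361). These 3 intervals lie within RDN37-1. With the sum of reads, the adjusted p of the 3 lay from 0.068 to 0.18, and 0 genes were called in 5 of the 12 fits that each left out 1 library (195 to 234 at an unadjusted p under 0.05). These were the fits without replicate A of the control strain with DMSO, replicate B of the control strain with IAA, replicates A or C of the ET strain with DMSO, and replicate B of the ET strain with IAA. With S. pombe reads the adjusted p of PIK1 was 0.32.

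Across the 3677 genes, rescue was set against dependence, the log2 change after depletion in the control strain. Genes that fell more had larger log2 differences between the strains after depletion (Pearson r -0.53, Spearman rho -0.54, across genes, which are not independent replicates). The jackknife SE over libraries was 0.13 for r and 0.11 for rho. It took all fits as a single sample and may be too large. Pearson r was unchanged without a library of the ET strain with DMSO. It was -0.594 to -0.588 without a library of the control strain with IAA. Both axes hold the libraries of the control strain with IAA, and simulations without rescue gave r from -0.29 to -0.23. With different control libraries on the axes, r was -0.21 and rho -0.23, against -0.027 to 0.039 for r in the simulations. In that comparison the quartile of genes with the largest fall had a median log2 difference of 0.34 and the quartile with the smallest fall 0.014.

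**Figure D3:**
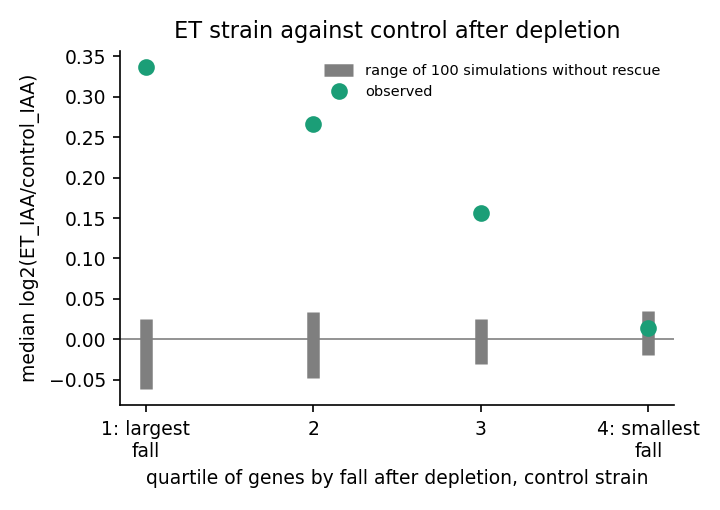
Median log2 difference between the ET strain and the control strain after depletion (vertical axis, points) for 4 quartiles of genes by their fall in the control strain, with different control libraries on the axes; grey bars give the range of 100 simulations without rescue. Medians were 0.34, 0.27, 0.16 and 0.014 from the largest to the smallest fall, and the first 3 lie above the simulated ranges. Over all tested genes the median difference was 0.17 with the main size factors and -0.0037 with TMM. The height above the grey bars therefore depends on the scaling, and the trend across quartiles is what bears on the relation.

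The slope of the ET strain's response on that of the control strain was 0.64 across genes, and 0.59 to 0.67 when each library was left out. Its jackknife SE over libraries was 0.083. In simulations with the same response in both strains, noise alone gave slopes of 0.78 to 0.82 over 3849 to 3965 genes. The lowest simulated slope lies within 2 SE of the slope in the data. That SE took all fits as a single sample. The fits without a library of the control strain with IAA gave the lowest slopes, 0.586 to 0.595, and their common shift counts as spread. The SE may therefore be too large, and whether the slopes differ is not settled by it. Among the 369 genes with a mean of at least 100 T>C reads the slope was 0.75, and with a mean of at least 10 it was 0.61. The responses correlated across genes with r of 0.77, against 0.78 to 0.81 in the simulations.

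**Figure D4:**
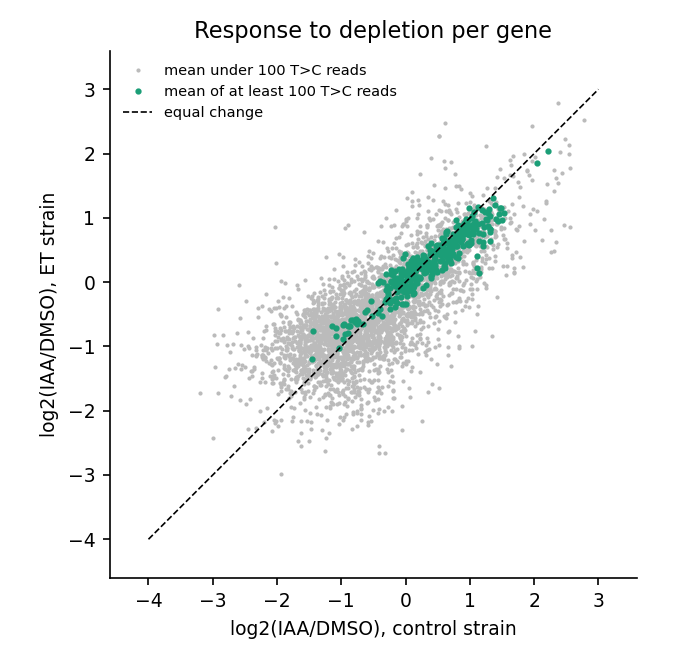
Log2 change of T>C reads after depletion in the control strain (horizontal axis) and the ET strain (vertical axis) for each of the 3677 tested genes under the main size factors; green points are the genes with a mean of at least 100 T>C reads and the dashed line marks equal change. The slope was 0.64 over all genes and 0.75 over the green points. It was 0.78 to 0.82 over 3849 to 3965 genes in simulations with the same response in both strains.

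Total reads count labelled and unlabelled RNA together. Scaled by S. pombe reads, total reads of 2729 genes were lower and of 81 higher after depletion in the control strain (edgeR, adjusted p under 0.05), with a median log2 change of -1.13, a 2.19-fold fall. Size factors from the same reads gave 1042 lower, 1758 higher and a median of 0.19. After depletion, total reads of 533 genes were higher and of 73 lower in the ET strain than in the control strain, with a median log2 difference of 0.26 and an SD of 0.25 between replicates. The counts rested on single libraries: without replicate C of the ET strain with IAA, 54 genes were higher and 95 lower, and without its replicate A, 1440 were higher and 88 lower. With size factors from the same reads, 165 were higher and 669 lower.

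Of the 3 sets of genes, 0 passed an adjusted p of 0.05 in camera with estimated correlation in 15 tests; 2 had an unadjusted p under 0.05, and the lowest adjusted p was 0.19. With a preset correlation of 0.01, 12 of the 15 passed, of which 4 also passed in fry. The medians of the 15 mitochondrially encoded genes and of the other genes after depletion in the control strain were 0.88 and -0.52 on the log2 scale. With S. pombe reads they were -0.44 and -1.78, so the set rose or fell depending on the scaling and lay above the other genes under both. Counting genes by edgeR, 19 of the 137 ribosomal protein genes rose and 2 fell under the main size factors, and 0 rose and 135 fell both with the sum of reads and with S. pombe reads. Adjusted over the list alone, 13 rose and 0 fell under the main size factors. Of the 18 chaperone genes, 6 rose and 1 fell under the main size factors, with the same numbers adjusted over the list alone, and 0 rose and 17 fell with the sum of reads and 0 rose and 18 fell with S. pombe reads. Of the mitochondrial set, 9 rose and 0 fell, likewise adjusted over the list alone, and 0 rose and 3 fell both with the sum of reads and with S. pombe reads.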

Values the study reported

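The study reported that loss of Bdf1/2 in the parental degron strain lowered transcription by a median of 3.7-fold. It reported that 455 genes showed transcriptional rescue when the ET domain was overexpressed during Bdf1/2 depletion. That count used Welch's t-test, in place of the edgeR p used here, and the study's own list of genes.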

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

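Of the tests in this part, those on the ribosomal RNA intervals were chosen after the result was seen.

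The response to depletion differed between the strains at 4 genes in edgeR, by a test of the difference itself. PIK1 differed by 2.50 on the log2 scale, RDN58-1 by -1.44, ITS2-1 by -0.996 and RDN25-1 by -0.89. Of 100 splits of the 12 libraries, the real one included, 8 gave at least as many genes, and the largest number was 18. Strain labels were regrouped within DMSO and within IAA apart, so a split can carry real strain differences, such as that of BDF1. The splits therefore do not show how many calls chance alone would give. In 5 of the 12 fits that each left out 1 library, those without control DMSO replicate A, control IAA replicate B, ET DMSO replicate A, ET DMSO replicate C or ET IAA replicate B, 0 genes passed (195 to 234 at an unadjusted p under 0.05).

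For PIK1, chance in few T>C reads stays open. It had 4.66 ± 3.86 normalised T>C reads (SD, n = 3) after depletion in the control strain and 20.2 ± 2.003 in the ET strain. Its total reads after depletion stood above the median gene in the ET strain by 0.206 on the log2 scale with an SE of 0.201, which is within 2 SE of 0 and is what chance in the T>C reads would give. Without taking out the median gene the difference was 0.463, over 2 SE (edgeR adjusted p = 0.0866). Short labelling leaves old RNA in the total reads, so a real difference in transcription could also be diluted there. The edgeR adjusted p of the difference was 0.0483, with a range of 0.0298 to 0.634 over the alternatives and 0.0224 to 0.456 over the fits that each left out 1 library. The higher level of PIK1 in the ET strain after depletion, the measure of rescue, was 2.20 (edgeR adjusted p = 0.0107), with a range of 0.000564 to 0.0428 over the alternatives and 0.142 without control IAA replicate C. Whether it reflects the ET domain or chance stays open.

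RDN58-1, ITS2-1 and RDN25-1 are not independent. All 3 intervals lie inside the interval of RDN37-1, so they may reflect 1 ribosomal RNA transcript counted several times. With the sum of reads as the scaling, the lowest edgeR adjusted p of the 3 was 0.0682, and over all alternatives the adjusted p of each reached 0.9997. The estimates stayed negative with the sum of reads (-1.22, -0.78 and -0.68), so the scaling changed the calls and not the sign of the difference. Which strain responded more depends on the scaling. With the main size factors ITS2-1 went from 177 to 392 normalised T>C reads in the control strain and from 197 to 217 in the ET strain (means, n = 3), and with the sum of reads from 248 to 250.3 and from 287 to 166. The libraries were made for the 3′ ends of mRNA, so reads of these intervals may not measure ribosomal RNA synthesis. A difference between the strains in that synthesis stays open and was not tested further.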

How the results depend on the processing

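Tests added after the data had been seen were the sum of reads multiplied by the S. pombe labelled share, the sum of reads with genes in 2 of 3 libraries of every group, the same wider list of genes for the relation and the slope, a replicate block within each strain, the swaps within letter pairs of the ET strain and the restricted set of S. pombe features. The other alternatives were planned. In all alternatives described here the cause of a change was not tested unless stated.

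Depletion in the control strain gave 1054 genes lower, 525 higher and a median log2 change of -0.46 (edgeR, adjusted p under 0.05). Scaling moved all 3 values. The sum of reads gave 2930, 34 and -1.61, S. pombe reads 3003, 13 and -1.78, and S. pombe T>C reads 2877, 16 and -1.70. TMM gave 516, 827 and -0.093, and DESeq2 size factors 479, 848 and -0.061. Factors from the T>C counts centre the change near 0 by construction. The sum of reads multiplied by the S. pombe labelled share gave 2893, 37 and -1.57, and the sum with genes in 2 of 3 libraries 3713, 30 and -1.78. With no filter on counts 1586 genes fell and the median was -0.80, and with a mean of at least 10 T>C reads the median was -0.63. Across the 6 fits that each left out 1 library, 720 to 947 genes fell and 417 to 491 rose. Of the genes called with the main size factors, 135 were called in the opposite direction with the sum of reads and 143 with S. pombe reads.

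Depletion in the ET strain gave 1109 genes lower, 444 higher and a median log2 change of -0.48 (edgeR, adjusted p under 0.05). Scaling moved all 3 values. The sum of reads gave 2927, 29 and -1.40, S. pombe reads 3078, 8 and -1.64, and S. pombe T>C reads 3004, 10 and -1.62. TMM gave 419, 771 and -0.11, and DESeq2 size factors 366, 788 and -0.085. Factors from the T>C counts centre the change near 0 by construction. The sum of reads multiplied by the S. pombe labelled share gave 2880, 29 and -1.37, and the sum with genes in 2 of 3 libraries 3691, 24 and -1.51. With no filter on counts the median was -0.66. Across the 6 fits that each left out 1 library, 804 to 1101 genes fell and 347 to 426 rose.

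ET overexpression without depletion gave 1 gene lower, 5 higher and a median of 0.18. S. pombe reads gave 0 lower, 3 higher and a median of 0.34 (432 genes at an unadjusted p under 0.05), and S. pombe T>C reads gave 0 and 3 (182 at an unadjusted p under 0.05). TMM gave 7 lower, 3 higher and a median of 0.0075, and DESeq2 size factors gave 11, 3 and -0.0084. The DESeq2 Wald test called 3 higher. Restricting the fit to the 2 groups gave 2 lower, a replicate block 2 lower, and the sum multiplied by the S. pombe share 2 lower and 3 higher. Across 6 fits that each left out 1 library, 0 to 3 genes were lower, with 3 without ET DMSO replicate A. The number was 0 without control DMSO replicate B (424 at an unadjusted p under 0.05) and without ET DMSO replicate C (238 unadjusted). In those fits 2 to 8 were higher, with 2 without control DMSO replicate B or C and 8 without ET DMSO replicate B.

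ET overexpression after depletion gave 21 genes lower, 26 higher, a median of 0.17 and 321 genes rescued at 1.5-fold. The sum of reads gave 11, 488, 0.45 and 783 rescued. S. pombe reads gave 0, 62, 0.48 and 758 rescued (850 genes at an unadjusted p under 0.05), and S. pombe T>C reads 0, 6 and 0.33 (472 at an unadjusted p under 0.05). TMM gave 74, 13, -0.0037 and 169 rescued, and DESeq2 size factors 78, 13, -0.025 and 156 rescued. By the same 1.5-fold rule, 202 genes were lower under TMM and 219 under DESeq2 size factors, against 97 under the main ones. Since factors from the T>C counts centre the change near 0 by construction, they say nothing about the direction of the median. The sum multiplied by the S. pombe share gave 116 higher, 0.31 and 525 rescued, and the sum with genes in 2 of 3 libraries 10, 454, 0.48 and 924 rescued. Restricting the fit to the 2 groups gave 17 higher, and dropping the filter gave 526 rescued. All 321 genes rescued with the main size factors were also rescued with the sum of reads and with S. pombe reads. Across 6 fits that each left out 1 library, 7 to 33 were lower (7 without ET IAA replicate B, 33 without ET IAA replicate A). In those fits 6 to 35 were higher (6 without control IAA replicate C, 35 without ET IAA replicate A) and 240 to 359 were rescued.

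The difference between strains in the response gave 3 genes lower, 1 higher and a median of -0.0065. The sum of reads gave 0 lower and a median of 0.22 (306 genes at an unadjusted p under 0.05). S. pombe reads gave 0 and 0 (132 unadjusted), S. pombe T>C reads 0 and 0 (102 unadjusted) and the DESeq2 Wald test 0 and 0 (144 unadjusted). A mean of at least 10 T>C reads gave 1 lower and 0 higher (223 unadjusted), and a block within each strain 6 lower. The sum multiplied by the S. pombe share gave 0 lower and 0.21 (292 unadjusted), and the sum with genes in 2 of 3 libraries 0 lower and 0.25 (375 unadjusted). Across 12 fits that each left out 1 library, 0 to 5 were lower (5 without ET DMSO replicate B) and 0 to 1 higher. In 5 of them, those without control DMSO replicate A, control IAA replicate B, ET DMSO replicate A, ET DMSO replicate C or ET IAA replicate B, 0 were lower and 0 higher (195 to 234 unadjusted), and in 10 of them 0 were higher.

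Total reads scaled by their own size factors gave 1042 genes lower, 1758 higher and a median of 0.19 for depletion in the control strain, in place of 2729, 81 and -1.13. For ET overexpression after depletion they gave 669, 165 and -0.051, in place of 73, 533 and 0.26. Such factors centre the change near 0 by construction. In the latter comparison, fits without 1 library gave 11 to 95 lower (11 without ET IAA replicate B, 95 without ET IAA replicate C) and 54 to 1440 higher (54 without ET IAA replicate C, 1440 without ET IAA replicate A).

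The S. pombe labelled share was higher in the ET libraries by 0.225 points (exact permutation p = 0.13), and by 0.134 over protein-coding features with few multimapping reads (exact permutation p = 0.030). Leaving out 1 library gave 0.169 to 0.310 points, from the fit without control DMSO replicate B to that without control DMSO replicate A (exact permutation p = 0.035 in the latter). The fit without control IAA replicate B gave 0.304 points (exact permutation p = 0.04). Reads per S. pombe read changed with IAA by -1.98 over the tested genes (exact permutation p = 0.070), in place of -2.32. Leaving out 1 library gave -3.03 to -1.68, the smallest change being without ET DMSO replicate C, which breaks a letter pair (exact permutation p = 0.10). With treatments swapped within the letter pairs of the ET strain the exact permutation p was 0.0125 for this ratio and 0.0125 for the S. cerevisiae labelled share, the smallest possible, and 0.388 for the S. pombe share. Apart from the counts given above, the replicate blocks changed no call of a result and moved no count by over 1.5 times. The relation of rescue to dependence went to r of -0.21 and rho of -0.23 with different control libraries on the axes, which removes the shared libraries. The slope went to 0.75 at genes with a mean of at least 100 T>C reads and to 0.69 with a pseudocount of 5. It went to 0.61 at genes with a mean of at least 10 T>C reads. With genes in 2 of 3 libraries of every group, r was -0.55 and the slope 0.60.

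Of the alternatives for gene sets, camera with a preset correlation and fry passed the adjusted threshold, and camera on values scaled by S. pombe reads did not. In the order depletion in the control strain, depletion in the ET strain, ET without depletion and ET after depletion, camera with a preset correlation gave adjusted p of 0.000211, 4.98e-07, 0.000159 and 0.00150 for ribosomal protein genes. It gave 2.64e-05, 1.67e-08, 0.00844 and 0.0129 for mitochondrial genes and 0.00844, 0.0129, 1.19e-08 and 1.28e-05 for chaperone genes. In fry, mitochondrial genes had adjusted p of 0.0257 and 0.00876 for depletion in the control and the ET strain, and ribosomal protein genes 0.00754 and 0.00553 for ET without and after depletion.

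Check genes that rose with depletion under the main size factors had negative log2 changes under other scalings, given here in the order sum of reads, S. pombe reads, S. pombe T>C reads, sum multiplied by the S. pombe share, and sum with genes in 2 of 3 libraries. BDF1, without the value for the share, had -0.018, -0.20, -0.12 and -0.018 in the control strain and -0.020, -0.25, -0.23 and -0.020 in the ET strain. BDF2 had -0.22, -0.39, -0.32, -0.20 and -0.22 in the control strain and -0.15, -0.41, -0.38, -0.13 and -0.15 in the ET strain. RPL25 had -0.81, -0.99, -0.90, -0.78 and -0.81 in the control strain and -0.36, -0.62, -0.60, -0.34 and -0.36 in the ET strain. PDR5 had -0.55, -0.73, -0.66, -0.53 and -0.55 in the control strain and -0.50, -0.75, -0.72, -0.47 and -0.50 in the ET strain. SNQ2 had -0.59, -0.76, -0.68, -0.56 and -0.59 in the control strain and -0.57, -0.82, -0.79, -0.55 and -0.57 in the ET strain. PDR12 had -0.10, -0.27, -0.19, -0.077 and -0.10 in the control strain, and in the ET strain -0.079 with S. pombe reads and -0.046 with S. pombe T>C reads. GPM1 had -0.015 in the ET strain with S. pombe reads. These scalings shift all genes alike.

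Over the 52 results for named genes there were 1022 recomputed values: 861 stayed on the same side of the threshold with no called change of direction, 103 lost the threshold, 2 gained it and 56 changed sign as listed above. The 861 include 62 values that changed sign where neither setting passed the threshold. Low depth limits the results after depletion, since the median tested gene had as few as 6 T>C reads in a library with IAA. The requirement of a T>C read in every library left out 791 genes with a mean of at least 10 T>C reads in the control strain with DMSO, whose median log2 change after depletion was -2.78 with the sum of reads. These genes were left out because of a 0 in some library, so that choice by itself favours a large fall.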

Other observations

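Of the tests in this part, those on the size factors, on labelling between strains, on the strain difference without depletion, on abundant genes and on unlabelled mitochondrial RNA were chosen after the result was seen.

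The median fall after depletion in the control strain was 1.38-fold with the main size factors and 3.05-fold with the sum of reads. Both are lower than the value quoted from the study above, as is the largest fall among the alternatives, 3.44-fold with S. pombe reads. The median fall was 3.43-fold with the sum of reads and genes in 2 of 3 libraries of every group, an alternative added after the data had been seen. Whether library sums or size factors were meant by the published description is not settled here. The published filter on genes covered further depletion experiments of 25 min, which were not analysed here. Such a filter over more libraries cannot keep more genes, yet the study kept more than the 3677 tested here. The further experiments therefore do not account for the difference in gene lists.

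Other splits of the 6 libraries were tried for each comparison of 2 groups. In all 6 such results, the 4 comparisons of T>C reads and the 2 of total reads, 1 of the 10 splits, the real one, gave as many genes with an adjusted p under 0.05. With 10 splits the share cannot go below 0.1. The next largest split gave 47 genes for total reads in ET overexpression after depletion, 1 for T>C reads in the same comparison, and 0 in the other 4.

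Many genes rose after depletion in the control strain with the main size factors, and the scaling could account for most of these calls. Of 525 genes called higher, 34 were also called higher with the sum of reads, and 178 had a positive estimate under it. The scaling does not account for the rise of HSP12 and DDR2. Over the alternatives HSP12 rose by 1.24 to 2.96 (highest edgeR adjusted p 6.14e-05) and DDR2 by 1.22 to 2.95 (highest edgeR adjusted p 8.49e-05). Total reads of most genes fell relative to S. pombe, and size factors centred on the median gene take that fall out.

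T>C reads were higher in the ET strain, and labelling or its detection may have differed between the libraries of the strains. Dividing by the S. pombe labelled share left a median log2 difference of 0.10 without depletion, within its SD of 0.16, so a labelling difference could explain that part. After depletion 0.31 was left, above its SD of 0.12, while scaling by S. pombe T>C reads left 0.33 with an SD of 0.34. The first is beyond its spread and the second is not, so detection as the whole cause after depletion cannot be told apart from a real difference. A difference between the strains in the labelling of the S. cerevisiae cultures could not be tested and stays open with and without depletion. Whether the difference after depletion already existed without depletion cannot be told apart from rescue. Genes chosen for a high ratio after depletion in 2 libraries per strain stood 0.22 above the others after depletion in the libraries held out and 0.052 without depletion, a share of 24.0%, which ran from 9.91% to 82.1% over 9 choices of libraries. In the libraries used to call them, the 321 rescued genes stood 0.98 above the others. Without depletion they stood 0.075 above the others, a share of 7.69%. The rescued genes were called from all libraries and by another rule, so their values and those from held-out libraries are not on the same footing.

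Rescue was larger at more dependent genes. The libraries shared by both axes do not account for all of it, since r with different control libraries was -0.21, outside the -0.027 to 0.039 simulated without rescue. A partial replacement of Bdf1 and Bdf2 by the ET domain is a hypothesis that stays open beside the strain difference above.

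Total reads fell for most genes in the control strain within 25 min. A few abundant genes taking more of the reads is argued against by the scaling to S. pombe, which left a median of -1.13. Decay of short-lived RNA may contribute: genes with a larger labelled share in the ET strain with DMSO lost more total reads (Spearman rho -0.32 across genes). In 5 equal groups of genes from the fewest to the most reads, rho was -0.013, -0.079, -0.22, -0.24 and -0.33, so the relation was weak at genes with few reads. It was also not steady: the median change of total reads by quartile of labelled share, from the lowest, was -0.40, -1.26, -1.58 and -1.30.

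Mitochondrially encoded genes lay above other genes after depletion in the control strain, and rose or fell depending on the scaling. The planned set test did not pass (camera with estimated correlation, adjusted p = 0.20). Few T>C reads in that set do not account for the difference, since 0 of 10000 random sets of other genes with as many T>C reads had a median as high. Random sets leave out the correlation between genes of the set, estimated at 0.24. The T>C reads of mitochondrial genes could come mostly from unlabelled RNA, which cannot be told apart from unchanged transcription. Their labelled share was 0.395% against 6.82% for the other genes, and T>C reads changed relative to total reads by -0.28 (SE 0.20). How well libraries made for the 3′ ends of mRNA capture mitochondrial RNA was not tested.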
